# Small extravesicular microRNA in head and neck squamous cell carcinoma and its potential as a liquid biopsy for early detection

**DOI:** 10.1002/hed.27231

**Published:** 2022-10-22

**Authors:** Chenna R. Galiveti, Damaris Kuhnell, Jacek Biesiada, Xiang Zhang, Karl T. Kelsey, Vinita Takiar, Alice L. Tang, Trisha M. Wise‐Draper, Mario Medvedovic, Susan Kasper, Scott M. Langevin

**Keywords:** exosomes, head and neck cancer, HNSCC, HPV, miRNA

## Abstract

**Background:**

The objective was to assess secretion of small extracellular vesicular microRNA (exo‐miRNA) in head and neck squamous cell carcinoma (HNSCC) according to human papillomavirus (HPV) status, and determine the translational potential as a liquid biopsy for early detection.

**Methods:**

This study employed a combination of cell culture and case–control study design using archival pretreatment serum. Small extracellular vesicles (sEV) were isolated from conditioned culture media and human serum samples via differential ultracentrifugation. miRNA‐sequencing was performed on each sEV isolate.

**Results:**

There were clear exo‐miRNA profiles that distinguished HNSCC cell lines from nonpathologic oral epithelial control cells. While there was some overlap among profiles across all samples, there were apparent differences in exo‐miRNA profiles according to HPV‐status. Importantly, differential exo‐miRNA profiles were also apparent in serum from early‐stage HNSCC cases relative to cancer‐free controls.

**Conclusions:**

Our findings indicate that exo‐miRNA are highly dysregulated in HNSCC and support the potential of exo‐miRNA as biomarkers for HNSCC.

## 1 INTRODUCTION

The prognosis for head and neck squamous cell carcinoma (HNSCC) is relatively poor, with an overall 5‐year survival around 66% that is accompanied by a high‐degree of morbidity.^1^ While the outlook for patients with early‐stage disease is much more favorable, it worsens sharply with increasing stage at diagnosis,^2^ which is problematic since the majority of patients present at an advanced stage.^1^ Proven screening techniques for HNSCC are not currently available, aside from opportunistic visual inspection and palpation, which lacks sensitivity and varies according to the skill of the provider. The latter point is particularly important since most primary care or dental professionals at the forefront of opportunistic screening will only see a very limited number of cases over the course of their careers,^3^ underscoring the critical need for discovery and development of novel biomarkers to standardize screening and facilitate early detection.

The clinical potential of extracellular vesicles and their biomolecular cargo—including microRNA (miRNA)—as liquid‐biopsy for cancer has been well recognized in recent years.^4^, ^5^, ^6^ We previously reported extensive differential secretion of miRNA via small extracellular vesicles (sEV), which include exosomes and small microvesicles (<200 nm), by HPV‐negative (HPV−) HNSCC cell lines relative to nonpathologic oral epithelial cells.^7^ Given the increasing incidence of HPV‐positive (HPV+) HNSCC in recent years,^8^ the objective of this study was to extend our previous work to include HPV+ cell lines, thus allowing us to further assess differential secretion of sEV‐derived miRNA (exo‐miRNA), compare and contrast HPV+ with HPV− HNSCC exo‐miRNA, and determine the translational potential of exo‐miRNA as a liquid biopsy for early detection using archival serum from early‐stage HNSCC cases and cancer‐free controls.

## 2 METHODS

### 2.1 Cell lines and cell culture

For the present study, we added four HPV+ HNSCC cell lines (UPCI:SCC090, UPCI:SCC152, UM‐SCC‐47, and UM‐SCC‐104)^9^ to the four HPV− HNSCC cell lines that were previously described (FaDu, Detroit 562, Cal27, and H413).^7^ We also cultured primary human gingival epithelial cells pooled from three healthy donors (HGEPp; CELLnTEC, Bern, Switzerland) for use as nonpathologic controls. It should be noted that among the HPV+ cell lines, UPCI:SCC090 and UPCI:SCC152 are clonally related (UPCI:SCC152 is derived from a recurrence of UPCI:SCC090). HPV E6/E7 viral oncoprotein expression was confirmed via RNA in situ hybridization using the RNAscope HPV hr18 assay (Advanced Cell Diagnostics, Newark, CA), which contains probes for 18 high‐risk HPV types.^10^, ^11^, ^12^ All cell lines were authenticated by short tandem repeat (STR) fingerprinting and confirmed to be free of mycoplasma contamination using the MycoAlert™ mycoplasma detection kit (Lonza, Basel, Switzerland) prior to use.

Cells were cultivated in supplier‐recommended media with 10% fetal bovine serum (FBS), which was super‐depleted of exosomes via 18‐h ultracentrifugation at 100 000*g*, at 37°C with 5% CO_2_ in 150 cm^2^ flasks with 25 ml media. UM‐SCC‐47 and UM‐SCC‐104 were grown in DMEM with 10% FBS and nonessential amino acids. UPCI:SCC090 and UPCI:SCC152 were grown in MEM with 10% FBS, L‐glutamine, nonessential amino acids, and sodium pyruvate. HGEPp cells were grown in CnT‐PR media (CELLnTEC, Bern, Switzerland). To achieve adequate volume for sEV isolation, cells were cultured in two‐pair sets of flasks in triplicate (six flasks total per cell line). Culture media was replaced 48 h prior to cells reaching 80%–90% confluence, and media was harvested 48 h after that. Media from the paired flasks of each cell line were pooled to attain 50 ml total for sEV isolation.

sEV were isolated and purified from conditioned cell culture media (50 ml) via differential ultracentrifugation, according to the protocol described by Gallo et al.^13^ Briefly, each cell culture media sample was centrifuged at 300*g* for 10 min (4°C), followed by 2000*g* for 20 min (4°C) to remove dead cells, then at 10000*g* for another 30 min (4°C) to remove debris and large vesicles. The supernatant was then centrifuged at 100 000*g* for 70 min at 4°C on an Optima L‐100K ultracentrifuge (Beckman‐Coulter, Brea, CA). The supernatant was discarded, and the pellet was re‐suspended in 20 ml phosphate‐buffered saline (PBS) and centrifuged again at 100 000*g* for 70 min. Again, the supernatant was discarded, and the pellet was re‐suspended in 100 μl PBS and stored at −80°C for downstream analysis.

### 2.2 Human serum samples

We obtained archival pretreatment serum from the University of Cincinnati Cancer Center Biorepository from 22 incident early‐stage HNSCC cases (AJCC stage I or II) and 10 cancer‐free controls diagnosed with benign neoplasia. Cases were diagnosed at the University of Cincinnati Medical Center between 2015–2018. Controls were diagnosed within the same time frame with benign neoplastic conditions that included benign meningioma (*n* = 1), schwannoma (*n* = 2), ovarian fibrothecoma (*n* = 1), cystadenoma (*n* = 3), granuloma (*n* = 1), hamartoma (*n* = 1), and pituitary adenoma (*n* = 1). The University of Cincinnati Institutional Review Board approved the study protocol, and all subjects provided written informed consent.

Serum sEV were isolated using a previously described differential ultracentrifugation protocol.^14^ Briefly, serum (1 ml) was diluted with equal volume of PBS and centrifuged for 30 min at 2000*g* at 4°C. The supernatant was transferred to a new tube and centrifuged for 45 min at 12 000*g* at 4°C. The supernatant was collected, PBS was added to bring the total volume to 20 ml, which was gently pipetted on top of 4 ml Tris/sucrose/D_2_O solution (30% sucrose cushion) and centrifuged for 75 min at 100000*g* at 4°C with an Optima L‐100K ultracentrifuge using a 70Ti fixed‐angle rotor. A 5 ml syringe fitted with an 18‐G needle was used to collect approximately 3.5 ml of the sucrose cushion from the side of the ultracentrifuge tube. The aspirate was then transferred to a fresh ultracentrifuge tube, diluted to 60 ml with PBS, and centrifuged for 70 min at 100 000*g* at 4°C using a 45Ti fixed‐angle rotor. The sEV pellet was resuspended in 100 μl PBS and stored at −80°C for downstream analysis.

### 2.3 sEV quantitation and characterization

sEV were quantified and characterized in accordance with the minimal experimental guidelines established by the International Society for Extracellular Vesicles (ISEV).^15^

Particle size distribution and concentration was determined for each isolate via nanoparticle tracking analysis (NTA) using a NanoSight NS300 instrument (Malvern, Worcestershire, UK). sEV isolates were diluted in PBS, with the instrument set to camera level 14 and detection threshold = 5.

sEV were imaged by transmission electron microscopy (TEM) using a JEOL JEM‐1230 instrument (Tokyo, Japan). To prepare the sample, a drop of 0.1% bovine serum albumin (BSA) was placed on a formvar carbon coated grid for 1 min and subsequently removed using filter paper. Ten microliter of the sEV isolate was then placed on the grid, incubated for 5 min, and gently removed, after which 10 drops of 2% aqueous uranyl acetate (UA) were added to the grid. The UA was then removed using filter paper and the grid was allowed to dry prior to imaging.

The presence of EV‐associated tetraspanin CD81 and EV binding protein TSG101 were confirmed by Western blot.^16^ Westerns were performed for TSG101 using NuPAGE 4%–12% Bis‐Tris gels in a mini gel tank (Thermo Fisher Scientific, Waltham, MA) with MOPS SDS Running Buffer with added NuPAGE antioxidant. Samples were mixed with 4× Laemmli SDS sample buffer and NuPAGE reducing agent (10×) and heated at 95°C for 7 min. Gels were run for 50 min at 200 V constant voltage and proteins were subsequently transferred onto PVDF‐membrane using Step 1‐Transfer buffer for 7 min at 1.3A constant current on a Pierce Power Station (Thermo Fisher Scientific). Membrane was blocked for 1 h with 5% milk (CD9) or 5% BSA in 1× tris‐buffered saline containing Tween 20 (TBST). TSG101 (ab30871; Abcam, Cambridge, UK) antibody was added 1:1000 dilution in 5% milk and 5% BSA, respectively, in TBST and incubated overnight at 4°C. After washing the membrane three times for 5 min each in TBST, goat anti‐rabbit HRP secondary antibody (EXOAB‐HRP; System Biosciences) was added at 1:10000 dilution in 5% milk in TBST for 1 h and secondary antibody goat anti‐rabbit IgG H&L (ab205718, Abcam) was added at 1:2000 dilution in 5% BSA in 1× TBST for 2 h, respectively. Following three final washes for 5 min each using 1× TBST, detection was performed using Super Signal™ West Femto Maximum Sensitivity Substrate from Thermo Scientific on a ChemiDoc XRS (Bio Rad, Hercules, CA). Western blots for CD81 were performed similarly to above protocol but under nonreducing conditions (i.e., no NuPAGE antioxidant, NuPAGE reducing agent, and no sample heating to 95°C). Blocking was performed with 5% milk in 1× TBST buffer. CD81 (ab79559; Abcam) antibody was added 1:1000 dilution in 5% milk and secondary antibody goat anti‐mouse IgG H&L (ab205719; Abcam) was added 1:3000 dilution in 5% milk in TBST for 3 h.

### 2.4 microRNA sequencing

microRNA‐sequencing (miRNA‐seq) was performed by the University of Cincinnati Genomics, Epigenomics and Sequencing Core (UC GESC). Total RNA was extracted from in vitro and serum exosome isolates using the miRNeasy Micro kit (Qiagen, Valencia, CA) according to the manufacturer's recommended protocol. Total RNA concentration was estimated using a Bioanlyzer 2100 instrument with the RNA 6000 Pico kit (Agilent Technologies, Santa Clara, CA).

To prepare the library, NEBNext Multiplex Small RNA Library Prep (NEB, Ipswich, MA) was used with a modified approach. Briefly, the RNA was 3′ adaptor ligated followed by 5′ adaptor ligation, reverse transcription, and indexing via 15 cycles of PCR to generate an intact library. An approach developed by the UC GESC to process ultra‐low input and low‐quality RNA for better library yield and improved miRNA reads alignment was used for precise miRNA library size selection, ranging from 136 to 146 bp and corresponds with a 16–27 nt insert (pending in the United States (USSN 16/469242) and in Europe (17881276.4), updated on 9/8/2021). Briefly, libraries were equal‐10 μl pooled, spiked in custom designed DNA marker (135 and 146 bp) and column cleaned up. After 2.75% agarose gel electrophoresis, the miRNA library pool ranging from 135 to 146 bp including DNA marker were gel purified and quantified using NEBNext Library Quant kit (NEB) with QuantStudio 5 Real‐Time PCR system (Thermofisher, Waltham, MA). Then, the test sequencing was performed on a HiSeq sequencer (Illumina, San Diego, CA). Under single read 1 × 51 bp a few million reads were generated to quantify the relative concentration of each library. Second, based on the calculation, under the same procedure the volume of each library was adjusted to generate expected number of equal reads from each library for final data analysis.

### 2.5 Bioinformatic analysis

Demultiplexed samples were trimmed to remove adapters and retain only 16–30 base pair‐length reads and aligned to the human genome (GRCh37/hg19) using Bowtie aligner.^17^ Postalignment quality control was performed to assess miRNA transcript counts/abundance and level of replication between samples. Differential expression (DE) analysis was performed with the edgeR^18^ package for R based on miRNA transcript counts. DE of exo‐miRNA was considered to be statistically significant where false‐discovery rate (FDR)‐adjusted *p*‐values were ≤0.1.^19^ Unsupervised clustering of the 200 most variable exo‐miRNA based on coefficient of variability was performed using a Bayesian infinite mixture model.^20^ Pathway enrichment analysis of Gene Ontology (GO) Biological Process terms^21^, ^22^ was conducted via DIANA mirPath v.3^23^ for exo‐miRNA that were DE in the same direction by all eight HNSCC cell lines relative to that of oral epithelial control cells based on experimentally confirmed gene targets annotated in DIANA‐TarBase v.7.0.^24^ Enrichment *p*‐values were considered significant when FDR‐adjusted *p*‐value (*Q*) ≤ 0.05. The miRNA‐seq data has been made publicly available via deposition in the Gene Expression Omnibus (GSE84306, GSE202786, and GSE200489) (https://www.ncbi.nlm.nih.gov/geo/)

## 3 RESULTS

### 3.1 HNSCC‐derived exo‐miRNA in vitro

#### 3.1.1 Description of sEV isolates and miRNA‐seq

The mean concentration of the sEV isolates from conditioned media was 2.26 × 10^11^ particles/ml, with an average particle diameter of 143.7 nm. The particle concentration and size distribution of sEV isolates from conditioned culture media from each respective cell line are presented along with representative TEM images in Figure S1, Supporting Information. The presence of sEV‐associated tetraspanin CD81 and cytosolic protein TSG101 was confirmed via Western blot (Figure S2).

Following miRNA‐seq of the cell culture sEV isolates, the number of total sequencing reads for the HNSCC cell lines and nonpathologic oral epithelial control cells ranged from 2 367 396 to 6 175  213 (median = 3 673 186 reads), with no statistically significant differences by HPV status (*p* = 0.27) or between HNSCC and nonpathologic control cells (*p* = 0.12). 

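The sEV of 4 HPV+ HNSCC lines, UM-SCC-47, UM-SCC-104, UPCI:SCC090 and UPCI:SCC152, and of HGEPp, the pooled primary oral epithelial cells used as the nonpathologic control, were isolated by differential ultracentrifugation. Each isolate came from 50 ml of conditioned medium, and its small RNA was sequenced as 1 library. The authors trimmed the reads, aligned them to GRCh37 with Bowtie and deposited the number of reads counted on each miRNA, without normalization. The counting tool and its treatment of strand and of reads that fit several loci are not given in the sources used here. These counts on 2794 mature miRNA features were used here for 14 libraries, 3 from each HPV+ line and 2 from HGEPp. The HPV− lines and a further control library were not analysed here. Libraries are lettered A, B and C within a group, and the letters are not the replicate numbers of the study. A mature miRNA with several loci can be listed more than once, and its further entries are called locus copies.
UM-SCC-47 had 249737 to 347039 miRNA counts per library (median 270514), UM-SCC-104 had 681444 to 897381 (median 868119), UPCI:SCC090 had 469282 to 638173 (median 559198) and UPCI:SCC152 had 493374 to 577014 (median 568150). The control libraries A and B had 8704 and 8984. The depth in the paper is for all reads sequenced, while every value here rests on the miRNA counts. The 12 line libraries had on average 542775 more miRNA counts than the controls, and their mean was 62.4 times the control mean (exact two-sided permutation test, p = 0.011, the smallest p that 91 splits allow). Without control A or without control B, the difference was 542635 or 542915 and p was 0.0769, the smallest that 13 splits allow in an exact permutation test. A count of 0 allows up to 3 counts, which is 345 CPM in control A and 334 CPM in control B, but 3.34 to 12.0 CPM in the line libraries. Such limits cover counting error only. The 13 pairs of replicate libraries all differed by more than sampling noise (lowest chi-square per degree of freedom 3.13), and each library was taken as 1 replicate. This does not show that they are independent cultures, as the isolates of a line came from triplicate pairs of flasks. The p values here therefore measure the spread among flasks of a line, not among tumours or repeated cultures. The depth test also treats the 12 libraries of 4 lines as independent.
Of the 2794 features, 469 passed edgeR's filter on low counts, and 199 of these were at 0 in both control libraries. Each line was compared with the controls alone after normalization by edgeR's trimmed mean of M-values (TMM), and exo-miRNA with an adjusted p of at most 0.1 were called differentially secreted, the threshold of the paper. The control was grown in another medium than the lines, so medium and cell type cannot be told apart in these comparisons.

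**Figure D1:**
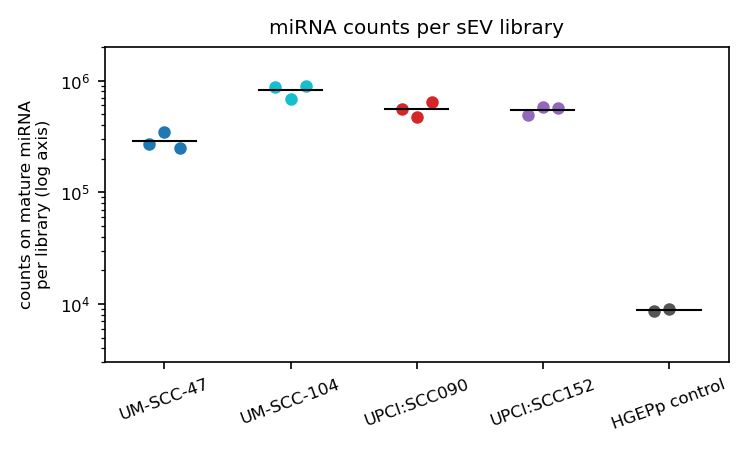
Counts on mature miRNA per sEV library, on a log axis. Each point is 1 library and each line is the mean of its group (3 libraries per HPV+ line, 2 for the HGEPp control). The control libraries, at 8704 and 8984 counts, lie below every line library.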

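Of the 469 exo-miRNA tested against the HGEPp control, 180 were differentially secreted by UM-SCC-47, 203 by UM-SCC-104, 214 by UPCI:SCC090 and 248 by UPCI:SCC152 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The average per line was 211 and the total over the lines was 287, of which 42 were called in exactly 1 line. Higher secretion made up 127 of the calls in UM-SCC-47, 141 in UM-SCC-104, 156 in UPCI:SCC090 and 186 in UPCI:SCC152, or 72.2% of all calls. Among the alternatives set beforehand, apart from leaving out libraries, limma-voom gave the highest counts, 237, 304, 281 and 282 in the same order and 404 in total. The lowest were 151 (RLE size factors), 182 (adjusted p of at most 0.05), 162 and 183 (both library size only), and the lowest total was 251 (library size only). The share of higher calls depended on the test and on the scaling between lines and controls. It was 55.6% with limma-voom and 62.9% with DESeq2, while edgeR's exact test gave 75.4% to 78.4% per line. With library size only in place of TMM, 59.0% of calls were higher, with 110 higher and 59 lower in UM-SCC-47, 110 and 74 in UM-SCC-104, 87 and 75 in UPCI:SCC090, and 105 and 78 in UPCI:SCC152. That scaling moved the median log2 fold change of all tested exo-miRNA by −0.22, −0.45, −0.98 and −0.78 in these lines, and DESeq2-type (RLE) size factors moved it by −0.18, −0.22, −0.38 and −0.24.
Exo-miR-429 (MIR429, GRCh37 chromosome 1, 1104385 to 1104467) had no count in either control library, so its fold change was not measured. It was at least 10.8-fold higher in UM-SCC-47, 13.7-fold in UM-SCC-104, 19.6-fold in UPCI:SCC090 and 16.1-fold in UPCI:SCC152, taking 3 counts over both controls as the floor and library size as the scale, which gave lower bounds than TMM or RLE size factors. Exo-miR-100-5p was among the 3 most reduced in UPCI:SCC090 and UPCI:SCC152. Its TMM-normalized count was 196 ± 61.9 (SD, n = 3) in UPCI:SCC090 against 30763 ± 7360 (SD, n = 2) in the controls, a log2 fold change of −7.30 (standard error 0.23, adjusted p = 4.5e-62 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In UPCI:SCC152 the log2 fold change was −7.61 (standard error 0.18, adjusted p = 8.8e-256 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In both lines every line library lay below both controls. Exo-miR-184 (MIR184, chromosome 15, 79502130 to 79502213, within an intron of the antisense gene ANKRD34C-AS1 on the opposite strand) had log2 fold changes of −6.45 in UM-SCC-47, −7.58 in UM-SCC-104, −6.07 in UPCI:SCC090 and −7.60 in UPCI:SCC152.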

Interestingly, the HPV+ cell lines had a much higher number of unique differentially secreted exo‐miRNA transcripts (336 total transcripts with an average of 239.5 differentially secreted transcripts per HPV+ cell line) compared to the HPV− cell lines (134 total transcripts with an average of 82.5 differentially secreted transcripts per HPV− cell line). In all, there were 344 unique exo‐miRNA transcripts that were differentially secreted by at least one of the eight HNSCC cell lines relative to the nonpathologic control cells (*Q* ≤ 0.1).

#### 3.1.2 Distinct exo‐miRNA profiles from HNSCC cells

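The 14 libraries were clustered on the 200 exo-miRNA with the highest coefficient of variation of their TMM-normalized CPM, by average linkage on 1 minus the Pearson correlation of log2(CPM + 1). The Bayesian infinite mixture model of the paper was not repeated. The first split, at a height of 0.634, set the 2 HGEPp control libraries apart from the 12 libraries of the HPV+ lines. All 5 groups formed clusters of their own, and they did so under each of 3 other settings (ranking by log2 variance, all 469 tested exo-miRNA, or Spearman correlation) and with any 1 library left out. With a control left out, the other control is 1 library and a cluster by construction, so those runs do not test the control cluster. The mean correlation was 0.951, 0.977, 0.938 and 0.949 between replicates of UM-SCC-47, UM-SCC-104, UPCI:SCC090 and UPCI:SCC152, but 0.725 between the control libraries. UPCI:SCC090 and UPCI:SCC152 joined at a height of 0.165 (mean correlation 0.835), and UM-SCC-47 joined UM-SCC-104 at 0.327 (mean correlation 0.673). The mean correlation with the controls was 0.516 for UM-SCC-47 and 0.248 for UPCI:SCC152, the highest and the lowest of the lines. Of the 200 exo-miRNA, 97 had no count in either control library, where the depth is lowest.

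**Figure D2:**
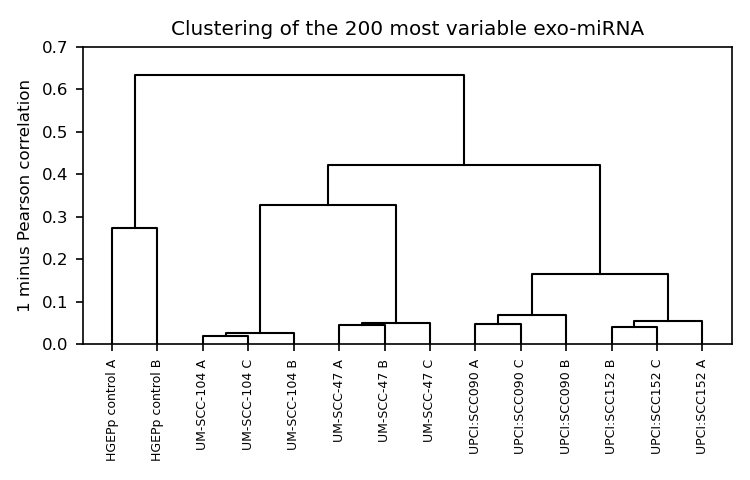
Clustering of the 14 sEV libraries on the 200 most variable exo-miRNA. The vertical axis is 1 minus the Pearson correlation at which clusters join, and the letters mark libraries within a group. The controls join the lines last, at 0.634, and UPCI:SCC090 and UPCI:SCC152 join each other at 0.165.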

We observed marked differences in exo‐miRNA profiles between the HNSCC cell lines and nonpathologic oral epithelial control cells, as shown in the heatmap in Figure 1. exo‐miRNA from HNSCC cell lines clustered according to HPV‐status, with exception of the HPV+ UM‐SCC‐47 line, which segregated with the HPV− cell lines. 

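Among the exo-miRNA differentially secreted by the HPV+ lines, 125 were called in all 4 lines, and 121 of these had the same direction in each, with 88 higher and 33 lower than in the HGEPp control. An exo-miRNA without a control count could be called only as higher. Some miRNA share loci and have identical counts in every library, so the 121 stand for 111 distinct sets of counts. The 4 lines share the control libraries, which alone can make calls coincide. In 20 simulations, unchanged lines and shared controls were drawn from a common mean profile at the depths of these libraries. There, 0 exo-miRNA were called in all 4 lines, and 0.425 were called per line on average. With nothing changed, few calls arise at all. The simulations therefore cannot show how far shared controls raise the overlap among many calls. The count of 121 ranged from 100 with library size only to 142 with limma-voom. Leaving out control B lowered it to 95. The 4 called in all lines without a shared direction were exo-miR-221-3p, exo-miR-205-5p, exo-miR-148a-3p and exo-miR-146a-5p. Exo-miR-148a-3p (MIR148A, GRCh37 chromosome 7, 25989539 to 25989606) had a log2 fold change of −1.06 in UM-SCC-47 and of 0.78, 1.74 and 1.35 in UM-SCC-104, UPCI:SCC090 and UPCI:SCC152. Exo-miR-146a-5p had a log2 fold change of 0.84 in UM-SCC-47 and of −6.22, −5.90 and −5.38 in the other lines. Its call in UM-SCC-47 (adjusted p = 0.0782 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was lost with RLE size factors, library size only, DESeq2 and limma-voom, and without UM-SCC-47 B (log2 fold change 0.77), control A (0.68) or control B (1.03), with an adjusted p of 0.0141 to 0.915 over all alternatives. In a test among the lines that leaves the controls out, 441 of the 469 exo-miRNA differed.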

The respective degree of overlap among HPV+ and HPV− HNSCC cell lines are shown in the Venn diagrams in Figure 2A,B. As expected, given the higher number of total differentially secreted exo‐miRNA transcripts, there was a higher degree of overlap among HPV+ cell lines, including 143 exo‐miRNA that were differentially secreted in common among all four of these lines. In contrast, there were 32 exo‐miRNA that were differentially secreted in common among all four of the HPV− cell lines. Complete lists of significantly differential exo‐miRNA for each HNSCC cell line are presented in Tables S1–S8.

**FIGURE 1:**
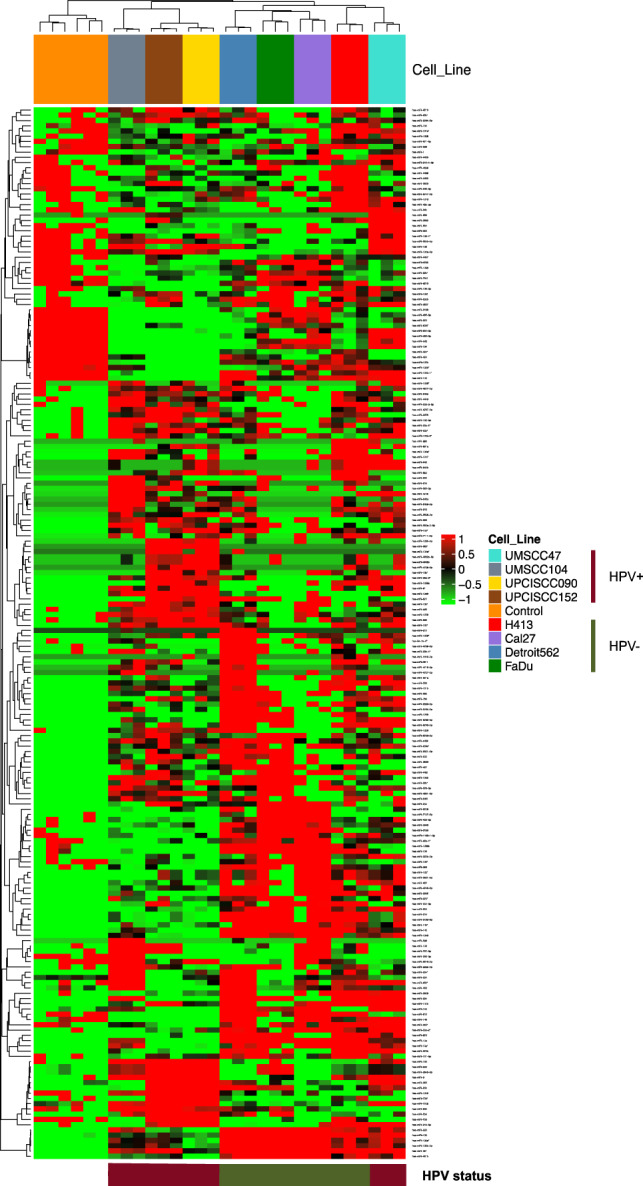
Heatmap depicting unsupervised clustering of the top 200 most variable miRNA from small extracellular vesicles (exo‐miRNA) derived from eight head and neck squamous cell carcinoma cell lines (each in triplicate) and primary nonpathologic oral epithelial control cells (six total replicates). Each column represents a unique sample and each row represents a unique exo‐miRNA transcript. The expression scale (red = high, green = low) and key corresponding to the cell lines are shown to the right of the figure [Color figure can be viewed at wileyonlinelibrary.com]

**FIGURE 2:**
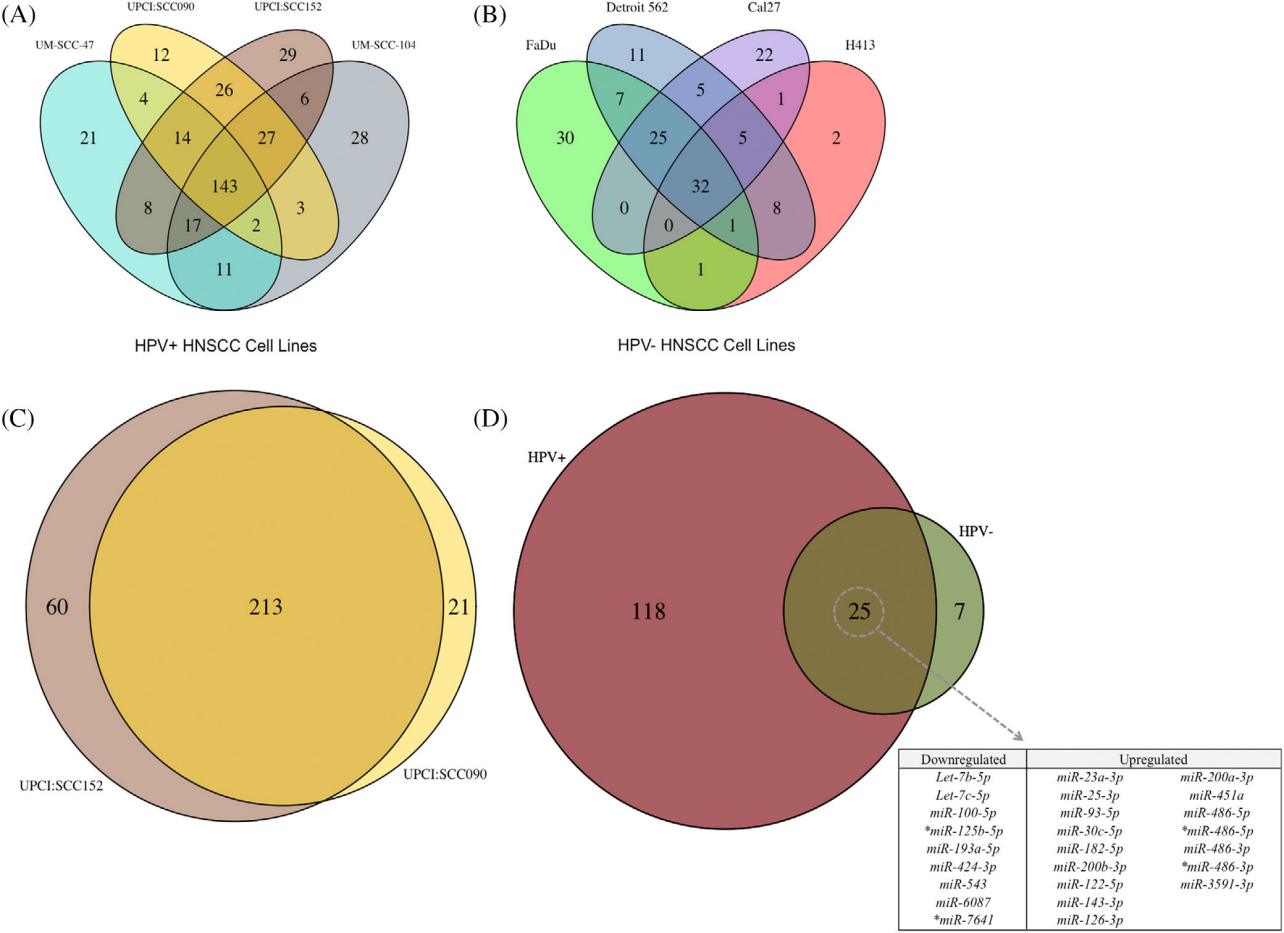
Venn diagrams of overlapping differential microRNA from small extracellular vesicles (exo‐miRNA) secreted by head and neck squamous cell carcinoma (HNSCC) cell lines relative to primary oral epithelial control cells, between (A) four HPV‐positive HNSCC cell lines; (B) four HPV‐negative HNSCC cell lines; (C) HPV‐positive HNSCC cell lines derived from an initial primary (UPCI: SCC90) and its recurrence (UPCI: SCC152); and (D) four HPV‐positive versus four HPV‐negative HNSCC cell lines, with exo‐miRNA that were commonly differentially secreted by all eight HNSCC cell lines shown at the bottom right [Color figure can be viewed at wileyonlinelibrary.com]

It bears repeating that UPCI:SCC090 and UPCI:SCC152 are clonally related, and thus substantial overlap in exo‐miRNA was expected between them. However, this still did not explain the higher observed number of exo‐miRNA that were differentially secreted by the HPV+ HNSCC cell lines (in fact, when UPCI:SCC152 is removed from the analysis, there are 145 exo‐miRNA differentially secreted in common by the remaining three HPV+ cell lines; Figure S3).

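With UPCI:SCC152 set aside, 129 exo-miRNA were called in the 3 remaining HPV+ lines, 124 of them in the same direction. The count of 124 ranged from 104 with library size only to 151 with limma-voom, and was 97 without control B.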

The rationale for inclusion of the clonally related UPCI:SCC090 and UPCI:SCC152 lines was to provide contrast between a primary and recurrent HNSCC line, respectively. Indeed, there was a very high degree of overlap between these cell lines (Figure 2C), including differential secretion by the recurrent cell line (UPCI:SCC152) in the same direction of 213 of the 234 exo‐miRNA (91.0%) that were differentially secreted by the initial primary cell line (UPCI:SCC090), thus highlighting the potential utility of exo‐miRNA for monitoring recurrence during post‐treatment follow‐up. 

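UPCI:SCC152 differentially secreted 194 of the 214 exo-miRNA called in UPCI:SCC090 in the same direction, or 90.7%. Another 17 were called in UPCI:SCC090 only. The share moved most with limma-voom, to 80.4%, was 83.0% with DESeq2 and stayed between 83.6% (without UPCI:SCC152 A) and 92.9% (without UPCI:SCC090 C) when 1 library was left out. In 20 simulations of unchanged lines with shared simulated controls, 0.15 calls on average were shared, but few calls arise there at all. Agreement of fold changes across exo-miRNA, by contrast, was also high in these simulations. The correlation of log2 fold changes over the 469 exo-miRNA, which are not independent replicates, was 0.959, against 0.994 in the simulations. The sign was the same for 94.5% of them, against a mean of 91.8% and a highest value of 94.0% in the simulations. Of the 194 shared exo-miRNA, 142 had at least 1 control count. The others had none and could be called only as higher, so their shared direction was fixed in advance. Of all 194, 105 also differed in level between the 2 lines when these were compared directly, without the controls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From the share of exo-miRNA secreted alike by the primary and the recurrent line, the paper reasons that exo-miRNA have potential use for monitoring recurrence after treatment.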

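The recurrent line UPCI:SCC152 differentially secreted 51 exo-miRNA that were not called in the primary line UPCI:SCC090. A call in 1 line only is not a test of the difference, and 39 of the 51 differed when the lines were compared directly, 3 libraries against 3. This direct comparison called 225 of 469 exo-miRNA, 117 higher and 108 lower in UPCI:SCC152, and 151 higher and 78 lower with library size only. The count of 51 fell to 32 without UPCI:SCC152 A or without control B.
Exo-miR-221-3p, exo-miR-205-5p and exo-miR-224-5p were called in both lines in opposite directions. Exo-miR-221-3p (MIR221, GRCh37 chromosome X, 45605585 to 45605694) had a log2 fold change against the control of −0.56 (standard error 0.26) in UPCI:SCC090 and 0.85 (standard error 0.20) in UPCI:SCC152, and its CPM was 3012 ± 768 (SD, n = 3), 8045 ± 438 (SD, n = 3) and 8822 ± 197 (SD, n = 2) in UPCI:SCC090, UPCI:SCC152 and the control. Exo-miR-205-5p had log2 fold changes of 0.79 (standard error 0.18) and −0.36 (standard error 0.15). Exo-miR-224-5p (MIR224, chromosome X, 151127050 to 151127130, overlapping an exon of GABRE) had 1.04 (standard error 0.34) and −1.25 (standard error 0.35). The direct log2 fold change of UPCI:SCC152 over UPCI:SCC090 was 1.21 (standard error 0.17, adjusted p = 3.0e-05) for exo-miR-221-3p, −1.34 (standard error 0.18, adjusted p = 1.9e-05) for exo-miR-205-5p and −2.47 (standard error 0.19, adjusted p = 2.9e-08) for exo-miR-224-5p (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).
For each of these 3, the libraries of the 2 lines did not overlap, which chance gives for 10% of exo-miRNA in 3 against 3 libraries. The difference between the lines held under each scaling, but the directions against the control did not. With library size only, exo-miR-221-3p was at −0.14 in UPCI:SCC152, exo-miR-205-5p at −0.21 and exo-miR-224-5p at 0.02 in UPCI:SCC090, and none of these 3 values passed the threshold. With RLE size factors the signs of all 3 stayed opposite, but exo-miR-221-3p alone stayed called in both lines. Exo-miR-224-5p alone stayed called in opposite directions without a filter or with limma-voom, and none of the 3 with library size only. The exact test and an adjusted p of at most 0.05 each lost exo-miR-221-3p, and DESeq2 lost exo-miR-205-5p. With others included, the number called in opposite directions ranged from 0 without control B to 4 in 1 fit of all groups and without UPCI:SCC090 B. Without control A, exo-miR-221-3p (−0.51) and exo-miR-224-5p (0.86) lost their calls in UPCI:SCC090. Without control B, exo-miR-221-3p (−0.60) lost its call in UPCI:SCC090, and exo-miR-205-5p (−0.26) and exo-miR-224-5p (−0.98) in UPCI:SCC152. Exo-miR-221-3p also lost its call without UPCI:SCC090 C (−0.66), and exo-miR-205-5p without UPCI:SCC152 A (−0.35).
The largest direct differences were in exo-miR-455-5p, exo-miR-204-5p and the second locus copy of exo-miR-7-5p, higher in UPCI:SCC152 by log2 fold changes of 4.57, 3.56 and 3.17. Besides exo-miR-224-5p, exo-miR-6510-3p and exo-miR-203a were the lowest, at −2.13 and −2.09.

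**Figure D3:**
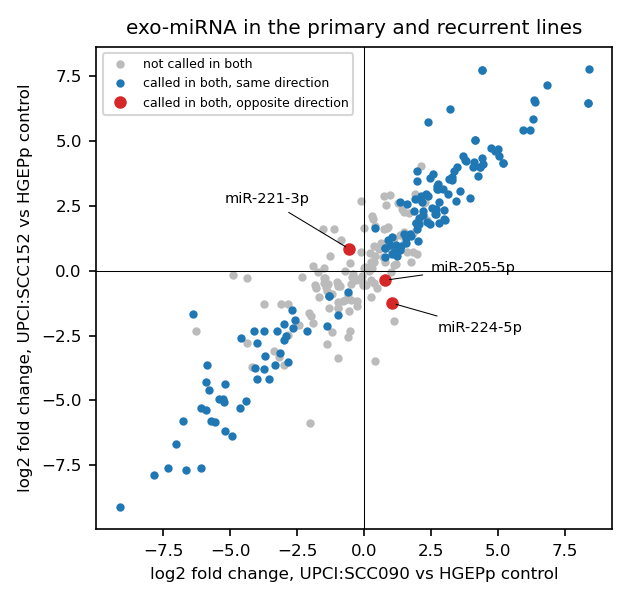
Log2 fold change against the HGEPp control in UPCI:SCC090 (horizontal axis) and UPCI:SCC152 (vertical axis) for the 270 tested exo-miRNA with at least 1 control count, scaled by TMM. Each point is 1 exo-miRNA, grey where it was not called in both lines (125), blue where both calls had the same direction (142) and red where they were opposite (3). With library size only, the upper left exo-miR-221-3p and the lower right exo-miR-205-5p change sign in 1 of the lines.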

There were also 57 exo‐miRNA that were differentially secreted by the recurrent line but not by the initial primary line, along with another three exo‐miRNA that were also differentially secreted both lines but in different directions (exo‐miR‐221‐3p became upregulated in the recurrence, while exo‐miR‐205‐5p and exo‐miR‐224‐5p became downregulated).

Further underscoring their strong potential as HNSCC biomarkers, there were 25 exo‐miRNA that were universally differentially secreted by all eight HNSCC cell lines relative to the nonpathologic oral epithelial control cells, including nine that were downregulated and 16 upregulated (Figure 2D). 

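The HPV+ part of Figure 2D was recomputed, and the HPV− lines were not analysed here. All 25 exo-miRNA of the figure had the direction of the figure in all 4 HPV+ lines, and 23 passed the threshold in each line, 16 of 16 higher and 7 of 9 lower. The exceptions were exo-let-7b-5p in UM-SCC-104 (log2 fold change −0.24, adjusted p = 0.107) and exo-miR-193a-5p in UPCI:SCC152 (log2 fold change −0.48, adjusted p = 0.302), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both were called with library size only, at −0.74 and −1.46. Adjusted over the list alone, 24 passed in each line, but the study chose this list on these samples among others, so that count is not independent evidence. RLE size factors moved the count of 23 to 25. It was 23 with any 1 library left out. The 25 entries hold 22 distinct sets of counts, because exo-miR-3591-3p has the counts of exo-miR-122-5p, and the entries of exo-miR-486-3p have those of exo-miR-486-5p.
Of the 16 higher exo-miRNA, 8 had no count in either control library (5 distinct sets), and these were at least 1.99-fold to 17.0-fold higher on the scale of library size, the lowest of the 3 scalings. For example, exo-miR-122-5p (MIR122, GRCh37 chromosome 18, 56118306 to 56118390) had 537 to 1089 counts in UM-SCC-47 and was at least 15.4-fold higher there, and exo-miR-486-5p (MIR486, chromosome 8, 41517959 to 41518026, in an intron of ANK1) had 1029 to 1250 counts in UM-SCC-104 and was at least 8.25-fold higher. Of these, exo-miR-451a, exo-miR-122-5p, exo-miR-486-5p and exo-miR-143-3p are listed here as abundant in serum, as is exo-miR-126-3p. The lines were grown with serum depleted of exosomes and the control in another medium. For these exo-miRNA, secretion by the cells cannot be told apart from RNA of the medium. The 8 higher exo-miRNA with control counts had log2 fold changes from 1.59 to 8.38. The highest value was that of exo-miR-200a-3p in UPCI:SCC090, which rests on 1 control count. Exo-miR-126-3p in UPCI:SCC090 (1.59) lost its call with library size only (0.57). Among the 9 lower exo-miRNA, exo-miR-543 in UM-SCC-104 had the lowest log2 fold change, −7.99, and exo-miR-6087 had −5.89, −7.28, −5.92 and −4.30 in UM-SCC-47, UM-SCC-104, UPCI:SCC090 and UPCI:SCC152. Without UPCI:SCC090 C (−0.57) or control A (−0.53), exo-let-7b-5p lost its call in UPCI:SCC090, as did exo-miR-193a-5p without control A (−1.15).

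**Figure D4:**
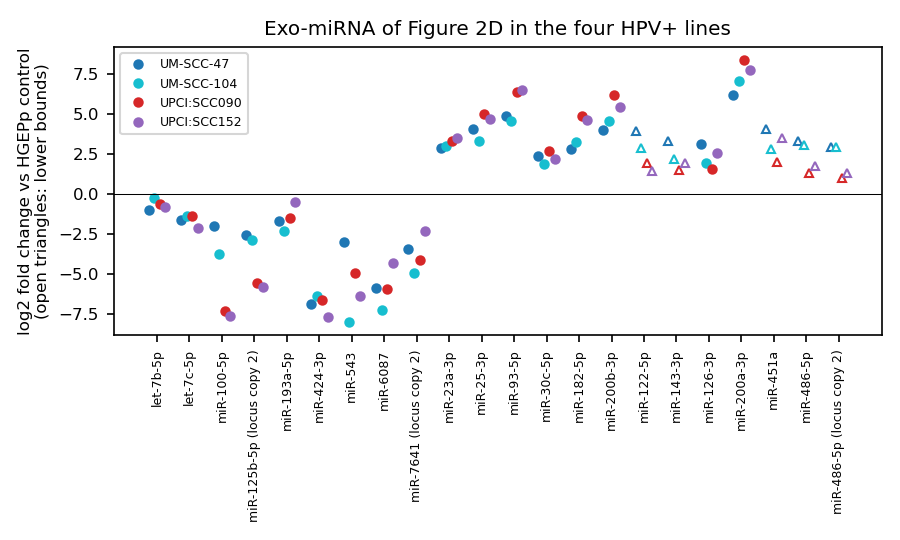
Log2 fold change against the HGEPp control of the 22 exo-miRNA of Figure 2D with distinct counts. Filled points are fitted values in each HPV+ line, scaled by TMM, and open triangles are lower bounds on the scale of library size for exo-miRNA with no control count. All values of the 9 lower exo-miRNA lie below 0, from −7.99 to −0.24, and all others lie above 0.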

Pathway analysis of these 25 exo‐miRNA revealed overrepresentation of numerous pathways (Figure 3 and Table S9), in particular (although not limited to) those relating to organic substance metabolic process (GO:0071704), cellular metabolic process (GO:0044237), cellular component organization or biogenesis (GO:0071840), immune response (GO:0006955), and cell communication (GO:0007154).

**FIGURE 3:**
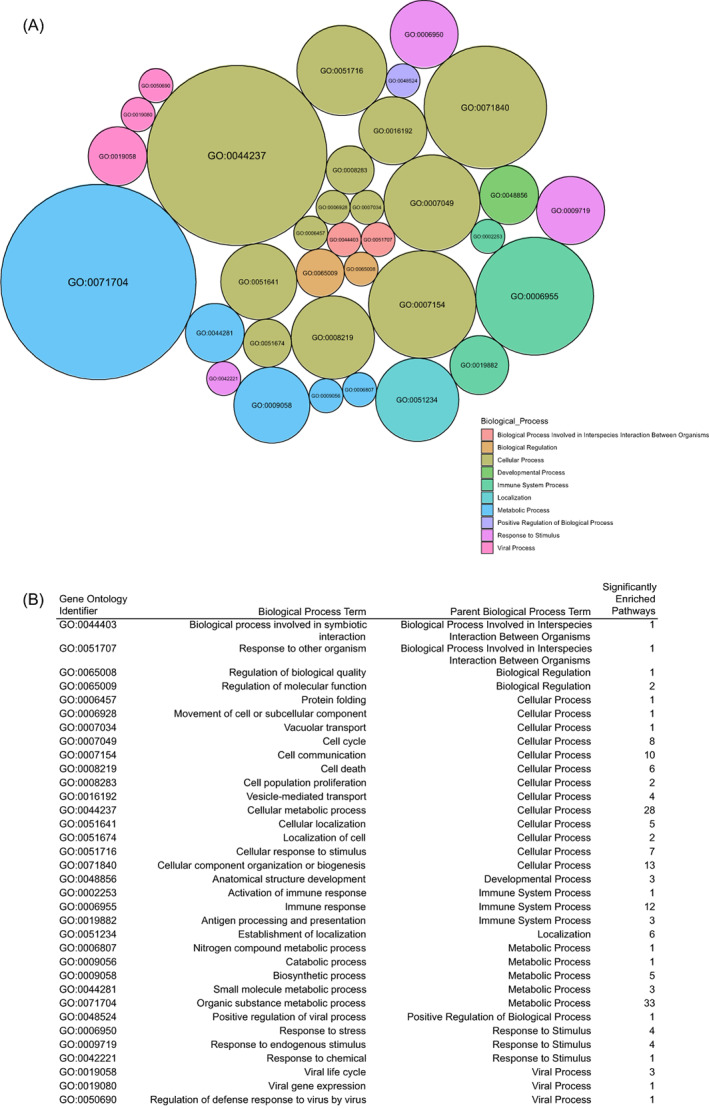
Pathway analysis for the 25 small extracellular vesicular microRNA (exo‐miRNA) that were differentially secreted in the same direction by all eight HNSCC cell lines. (A) Packed circle plot depicting overrepresented Gene Ontology (GO) Biological Processes. Circle colors correspond to the GO parent processes shown in the key at bottom right. Radii are proportional to the number of pathways associated with the respective GO term identifiers for each circle. (B) Tabular view linking the GO Identifiers in the packed circle plot to the corresponding GO Biological Processes [Color figure can be viewed at wileyonlinelibrary.com]

### 3.2 Differential secretion of exo‐miRNA by cases with early‐stage HNSCC

#### 3.2.1 Study population

To further assess the potential of exo‐miRNA as biomarkers of HNSCC, we isolated sEV from pretreatment serum samples from cases diagnosed with early stage HNSCC (*n* = 22; AJCC stage I/II) and cancer‐free controls diagnosed with various benign neoplastic conditions (*n* = 10). HNSCC cases were somewhat older and more likely to be male compared to controls, although these differences were not statistically significant (*p* = 0.09 and 0.10, respectively). A full description of demographic and clinical characteristics of cases and controls is presented in Table 1.

**TABLE 1:** Description of early‐stage head and neck squamous cell carcinoma cases (HNSCC) and cancer‐free controls diagnosed with benign neoplasia

	HNSCC cases (*n* = 22)	Benign controls^a^ (*n* = 10)	*p*_difference_
Age, mean years (*σ*)	64 (10.9)	55 (14.1)	0.09^c^
Sex, *n* (%)			
Female	4 (18%)	5 (50%)	0.10^d^
Male	18 (82%)	5 (50%)	
Race, *n* (%)			
Black	1 (5%)	2 (20%)	0.22^d^
White	21 (95%)	8 (80%)	
Smoking, *n* (%)			
Never	5 (23%)	3 (30%)	>0.99^d^
Former	10 (45%)	4 (40%)	
Current	7 (32%)	3 (30%)	
Pack‐years^b^, mean years (*σ*)	45 (22.3)	49 (22.3)	0.75 ^e^
Primary tumor site, *n* (%)			
Oral cavity	14 (64%)		
Oropharynx	4 (18%)		
Larynx	4 (18%)		
AJCC TNM stage group, *n* (%)			
I	7 (32%)		
II	15 (68%)		
Histologic grade, *n* (%)			
Well differentiated (G1)	5 (29%)		
Moderately differentiated (G2)	8 (47%)		
Poorly differentiated (G3)	4 (24%)		
p16 immunohistochemistry			
Positive	3 (14%)		
Negative	6 (17%)		
Unknown/not tested	13 (59%)		

Abbreviations: AJCC, American Joint Committee on Cancer; HNSCC, head and neck squamous cell carcinoma; TNM, tumor, node, metastasis; *σ*, standard deviation.

^a^ Meningioma (1), schwannoma (2), ovarian fibrothecoma (1), cystadenoma (3), granuloma (1), hamartoma (1), pituitary adenoma.

^b^ Current and former smokers only.

^c^ Two sample *t* test with Satterthwaite's correction for unequal variance.

^d^ Fisher's exact test.

^e^ Two‐sample *t* test.

The average concentration was 7.13 × 10^9^ particles/ml (mean particle size = 120.0 nm diameter) for the random sample of early‐stage cases (*n* = 3) and 1.48 × 10^10^ particles/ml (mean particle size = 134.8 nm diameter) for the random sample of cancer‐free controls (*n* = 3). The number of total sequencing reads for serum sEV isolates ranged from 179 675 to 1 535  750, with a median = 692 055 reads.

A total of 41 mature exo‐miRNA were differentially present in serum from early‐stage HNSCC cases relative to the benign neoplasia samples (*Q* < 0.1; Figure 4A). Of these, 17 were present in lower quantities in serum of cases, with fold‐change ranging from 0.18 to 0.66, while 24 were oversecreted with fold‐change ranging from 1.49 up to 51.72. Notably, 20 of the 24 oversecreted exo‐miRNA were present at >2‐fold change higher, underscoring the translational potential as biomarkers for diagnosis or early detection of HNSCC. The complete list of differential serum exo‐miRNA is available in Table S10.

**FIGURE 4:**
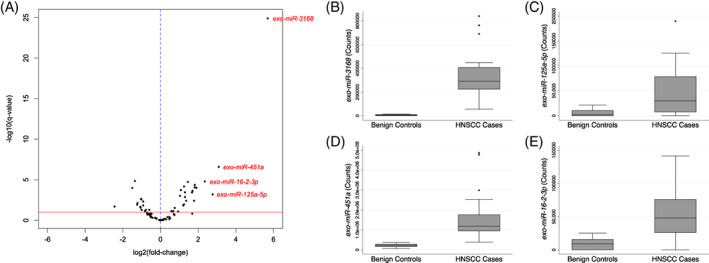
Differentially secreted small extracellular vesicular microRNA (exo‐miRNA) in pretreatment serum of early‐stage head and neck squamous cell carcinoma (HNSCC) cases versus cancer‐free controls with benign neoplastic conditions: (A) Volcano plot showing differential secretion of exo‐miRNA for early‐stage cases relative to controls. The horizontal red line corresponds *Q* = 0.1 and the vertical dashed line corresponds to log2 fold‐change = 0. The box plots on the right show the respective distribution of exo‐miRNA for early‐stage cases and benign controls for (B) exo‐miR‐3168; (C) exo‐miR‐125a‐5p; (D) exo‐miR‐451a; and (E) exo‐miR‐16‐2‐3p [Color figure can be viewed at wileyonlinelibrary.com]

When we examined the distribution of expression levels for each of the top four most highly oversecreted exo‐miRNA, the expression for all control samples fell below the median levels observed in early stage HNSCC cases (Figure 4). Strikingly, secretion levels of exo‐miR‐3168 and exo‐miR‐451a in control samples were below what was detected for any of the HNSCC cases. There were no significant correlations between the top four overexpressed exo‐miRNA and key clinical and demographic characteristics (Table 2), with the exception of exo‐miR‐451a, which exhibited only fair/modest correlation^25^ with the primary tumor site (*ρ* = 0.45, *p* = 0.04), thus highlighting their relative stability as HNSCC biomarkers.

**TABLE 2:** Correlation of top four oversecreted small extracellular vesicular microRNA (exo‐miRNA) levels with sociodemographic and clinical characteristics of early‐stage head and neck squamous cell carcinoma cases

	exo‐miR‐3168		exo‐miR‐451a		exo‐miR‐125a‐5p		exo‐miR‐16‐2‐3p	
	*ρ*	*p*‐value	*ρ*	*p*‐value	*ρ*	*p*‐value	*ρ*	*p*‐value
Age	−0.16	0.46	0.25	0.25	−0.08	0.73	0.30	0.18
Sex	−0.04	0.87	0.35	0.11	0.11	0.62	0.07	0.74
Smoking (never, former, current)	−0.13	0.56	−0.15	0.51	0.03	0.88	−0.25	0.26
Alcohol consumer (yes or no)	−0.31	0.16	−0.21	0.35	−0.02	0.92	−0.18	0.42
Primary tumor site	−0.13	0.56	**0.45**	**0.04**	−0.03	0.89	−0.05	0.83
AJCC TNM stage group (I vs. II)	0.25	0.25	−0.05	0.81	0.26	0.25	−0.07	0.76
Tumor grade	−0.04	0.88	−0.12	0.64	−0.11	0.68	−0.24	0.36
p16 immunohistochemistry	−0.18	0.64	−0.18	0.64	0.00	>0.99	0.00	>0.99

*Note*: Bold text denotes significant value (*p* < 0.05).

Abbreviations: AJCC, American Joint Committee on Cancer; TNM, tumor, node, metastasis; *ρ*, Spearman's rank correlation coefficient.

Lending further strength of evidence, exo‐miR‐451a (8.52 fold‐change higher in serum of cases) was also significantly oversecreted by all eight of the HNSCC cell lines relative to nonpathologic oral epithelial control cells; *e*xo‐miR‐16‐2‐3p (5.10 fold‐change higher in serum of cases) was similarly significantly oversecreted by seven of the eight HNSCC cell lines. Conversely, however, exo‐miR‐3168 was downregulated by all four HPV− lines and not detected in the conditioned media from the HPV+ lines, while exo‐miR‐125a‐5p was downregulated in all four HPV+ lines and not detected in media from the HPV− lines, which may suggest that the high levels observed in blood were derived from other components of the tumor microenvironment or some other systemic response to the HNSCC tumor cells.

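In the HPV+ lines, exo-miR-451a had 561 to 985 counts per library in UM-SCC-47, 896 to 994 in UM-SCC-104, 333 to 388 in UPCI:SCC090 and 876 to 1305 in UPCI:SCC152, and no count in either HGEPp control library. These were 2890 ± 958, 1170 ± 134, 665 ± 64.6 and 1899 ± 360 CPM (SD, n = 3 each). Against the floor of 3 counts over both controls, secretion was at least 17.0-fold, 6.90-fold, 3.92-fold and 11.2-fold higher on this scale. All 4 lines passed the threshold, with adjusted p of 9.4e-06, 2.9e-11, 5.2e-07 and 1.9e-18 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and no alternative processing changed a call. Exo-miR-451a is listed here as abundant in serum. The lines were grown with serum depleted of exosomes and the control in another medium. Secretion by the cells can therefore not be told apart from RNA of the medium.
Exo-miR-16-2-3p (MIR16-2, GRCh37 chromosome 3, 160122533 to 160122613, within an intron of SMC4 on the same strand) had 2 and 3 counts in the control libraries. It was called higher in 3 of the 4 HPV+ lines, with log2 fold changes of 1.63 (standard error 0.57, adjusted p = 0.0126) in UM-SCC-104, 2.98 (standard error 0.57, adjusted p = 4.1e-06) in UPCI:SCC090 and 2.33 (standard error 0.58, adjusted p = 0.000199) in UPCI:SCC152, and was not called in UM-SCC-47 (0.66, standard error 0.61, adjusted p = 0.444), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The call in UM-SCC-104 was lost with library size only (1.13) and without control A (1.45). With line libraries thinned to the control depth, an alternative chosen after seeing the data, the calls in UM-SCC-104 (1.09) and UPCI:SCC152 (1.32) were lost. In UM-SCC-104 the adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and the other tests ranged from 0.000514 to 0.347 over the alternatives. Line and control were also compared as summed counts over summed depth, with exact 95% binomial intervals that cover counting error only. By these ratios, secretion was 1.34 times the control (0.568 to 4.15) in UM-SCC-47, 2.20 (0.943 to 6.80) in UM-SCC-104, 3.95 (1.69 to 12.2) in UPCI:SCC090 and 2.55 (1.09 to 7.87) in UPCI:SCC152.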

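Exo-miR-3168 (MIR3168, GRCh37 chromosome 13, 41675155 to 41675236) had at least 1 count in all 12 libraries of the HPV+ lines, summing to 7 counts in UM-SCC-47, 9 in UM-SCC-104, 7 in UPCI:SCC090 and 8 in UPCI:SCC152. The control libraries had 4 and 2. Because the controls were shallower, these counts stand for 8.12 ± 4.18, 3.47 ± 3.75, 4.07 ± 1.71 and 4.77 ± 5.01 CPM in the lines (SD, n = 3 each) and 341 ± 168 CPM in the control (SD, n = 2). The log2 fold changes were −5.05, −5.94, −5.23 and −5.04, and all 4 lines passed the threshold with adjusted p between 7.8e-06 and 0.000607 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The ratio of the control to the line was 42.0 (exact 95% binomial interval 11.7 to 146) for UM-SCC-47, 92.2 (27.0 to 290.1) for UM-SCC-104, 80.8 (22.4 to 281) for UPCI:SCC090 and 69.5 (19.9 to 228) for UPCI:SCC152, counting error only.
Exo-miR-125a-5p (MIR125A, chromosome 19, 52196507 to 52196592, overlapping an exon of SPACA6) had 39 and 61 counts in the control libraries. Its log2 fold change was −1.36 (standard error 0.25, adjusted p = 0.000279) in UM-SCC-47, −0.75 (standard error 0.19, adjusted p = 0.000325) in UM-SCC-104 and −1.56 (standard error 0.25, adjusted p = 2.1e-09) in UPCI:SCC152, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In UPCI:SCC090 it was −0.57 (standard error 0.29, adjusted p = 0.109 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was not called. That value was called with RLE size factors (−0.97), library size only (−1.57), the stricter filter (−0.78), DESeq2 (−0.97), 1 fit of all groups (−0.50) and identical entries collapsed (−0.61), and without UPCI:SCC090 A (−0.77) or control A (−0.82). The call in UM-SCC-104 was lost in 1 fit of all groups (−0.25) and without control B (−0.48). The direct difference between UPCI:SCC152 and UPCI:SCC090 was −1.18 (standard error 0.20, adjusted p = 0.000170 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).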

## 4 DISCUSSION

Our results demonstrate distinct exo‐miRNA secretion patterns by HNSCC, both in vitro and in human serum, and highlight the strong potential of exo‐miRNA for use as biomarkers for early detection or diagnosis. While notable differences were observed according to HPV status, there were also a number of differentially secreted exo‐miRNA that transcended across all cancers, regardless of HPV status, some of which were markedly higher in serum of early stage HNSCC cases relative to cancer‐free controls.

While there has been a lot of speculation by researchers on the putative value of exo‐miRNA as biomarkers of HNSCC,^26^ the role of circulating exo‐miRNA has remained considerably understudied to date. Only a couple of studies have attempted to comprehensively assess differential secretion of exo‐miRNA, or exo‐miRNA in plasma or serum^27^, ^28^: one of which did not include any early‐stage cases,^27^ whereas the remaining study of serum exosomes by Zhao and colleagues included 50 laryngeal squamous cell carcinoma cases (LSCC; including 31 early‐stage cases).^28^ While there were differences in serum exo‐miRNA identified in our study relative to the other two studies in the literature,^27^, ^28^ which is not surprising given the differences in study design and restriction to larynx and oropharynx, respectively, there were also some similarities. Notably, exo‐miR‐27a was identified by all three studies, with similar overexpression in our study (2.73‐fold increase) and Zhao et al. (2.18‐fold increase)^26^; exo‐miR‐125a (upregulated) and exo‐miR‐320a (downregulated) were also dysregulated in the same direction in both, highlighting the potential for reproducible and generalizable results.

Two of the top four exo‐miRNA that were differentially present at higher levels in serum of early‐stage HNSCC cases relative to cancer‐free controls were also differentially overexpressed by the HNSCC cell lines. The first, exo‐miR‐451a, was oversecreted by all eight HNSCC cell lines compared to oral epithelial control cells. This appeared to be independent of HPV status since four of the HNSCC lines were HPV− and the other four were HPV+. At the time of submission, 27 experimentally confirmed mRNA targets were catalogued in a database of miRNA targets (TarBase v7.0) including multiple genes in the mTOR signaling pathway (KEGG: hsa04150), for example, exo‐miR‐451a, which has been reported to be upregulated in serum or plasma from other aerodigestive epithelial cancers.^29^, ^30^, ^31^ The second, exo‐miR‐16‐2‐3p, was differentially oversecreted by seven of the eight HNSCC cell lines included in our study, again implying that this was independent of HPV‐status. The functional significance of exo‐miR‐16‐2‐3p oversecretion is complicated, given that miR‐16‐2‐3p has 2886 experimentally confirmed targets (TarBase v7.0). It is a known tumor suppressor miRNA with targets that include key oncogenes in pathways in cancer (KEGG: hsa05200), and elevated exo‐miR‐16‐2‐3p has been associated with papillary thyroid carcinoma.^32^ Conversely, exo‐miR‐3168 and exo‐miR‐125a‐5p were either downregulated or not detected in conditioned media from the HNSCC cell lines that we interrogated. The significance of this is unclear, although it is worth noting that serum sEV do not solely contain HNSCC‐derived sEV but rather a heterogeneous mix of sEV from a wide variety of cell types. Thus it is possible that the observed high levels of these exo‐miRNA are attributable to a systemic response to the cancer cells or from nonmalignant cells within the tumor microenvironment. The exact function or contribution of exo‐miRNA in carcinogenesis can be complex given the large number of mRNA targets for each miRNA. To this point, miR‐125a‐5p, a known tumor suppressor miRNA for multiple cancer types,^33^, ^34^, ^35^, ^36^, ^37^ including HNSCC,^38^, ^39^ has more than 900 experimentally confirmed targets (TarBase v7.0), which include numerous cancer‐associated pathways. To our knowledge, at the time of submission, miR‐3168 had no experimentally confirmed targets. However, a recent study reported that cell‐free miR‐3168 in plasma from HNSCC patients was a predictor of cisplatin‐induced nephrotoxicity in HNSCC.^40^

The finding of altered exo‐miRNA secreted by HPV+ HNSCC cells in vitro expands on our previous findings of HNSCC‐specific exo‐miRNA profiles in HPV− HNSCC cells^7^ and further strengthens the evidence for extensive dysregulation exo‐miRNA across HNSCC. 

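In the HPV+ lines, exo-miR-125b-5p (MIR125B1, GRCh37 chromosome 11, 121970465 to 121970552) had log2 fold changes against the HGEPp control of −3.45, −4.09, −5.18 and −6.18 in UM-SCC-47, UM-SCC-104, UPCI:SCC090 and UPCI:SCC152 (standard errors 0.39, 0.45, 0.55 and 0.56). Its second locus copy, the entry of Figure 2D, had −2.54, −2.90, −5.55 and −5.85 (standard errors 0.27, 0.22, 0.39 and 0.32). The controls had 12 and 15 counts on the first entry and 46 and 53 on the second, and how the counting divided reads between the copies is not given in the sources used here. Exo-miR-23a-3p (MIR23A, chromosome 19, 13947401 to 13947473) had log2 fold changes of 2.89, 2.98, 3.29 and 3.52 (standard errors 0.28, 0.23, 0.33 and 0.27), with 9 and 18 counts in the controls and 2051 to 8175 in the line libraries. All of these values passed the threshold of 0.1, the highest adjusted p being 2.4e-06 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). They kept their direction and their calls under every alternative and with any 1 library left out.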

Our observed HNSCC‐specific exo‐miRNA secretion profiles are in‐line with those of a recent study by Masaoka and colleagues,^41^ who reported that multiple exo‐miRNA were commonly differentially secreted by oral squamous cell carcinoma cell lines relative to nonpathologic oral keratinocytes, including universal downregulation of exo‐miR‐125b‐5p and universal upregulation of exo‐miR‐23a‐3p, which were each differentially secreted in the same respective direction by all eight of the HNSCC cell lines in our study.

Although we observed overlap of differential exo‐miRNA across HNSCC cell lines, there were apparent differential profiles between HPV+ and HPV− HNSCC. HPV+ HNSCC cell lines had a higher number of differentially secreted exo‐miRNA compared with HPV− HNSCC cell lines, and HNSCC cell lines segregated according to HPV status during unsupervised cluster analysis, with the exception of the HPV+ cell line UM‐SCC‐47, which clustered with the HPV− cell lines. While we confirmed expression of high‐risk HPV viral oncogenes by UM‐SCC‐47, it should be noted that researchers at the University of Michigan observed weak p16 expression^42^ and the lowest relative E6 and E7 expression of the four HPV+ cell lines that were included our study.^9^ The observed differences in exo‐miRNA profiles for HPV+ versus HPV− HNSCC cells is consistent with results reported by others.^43^, ^44^

Many of the pathways overrepresented among exo‐miRNA that were commonly differentially secreted by all HNSCC cell lines impact known hallmarks of cancer.^45^ Notably, these include pathways known to be perturbed in HNSCC^46^ relating to immune evasion, including four pathways involving to MHC class I or II antigen processing or presentation; tumor‐promoting inflammation, including pathways related to toll‐like receptors; sustained proliferative signaling; replicative immortality; and reprogramming energy metabolism, including two hypoxia‐related pathways.

The extensive overlap in exo‐miRNA between the two cell lines derived from a primary (UPCI:SCC090) and recurrent tumor (UPCI:SCC152) from the same patient is of potential importance in terms of application of exo‐miRNA profiles from the initial primary for post‐treatment follow‐up surveillance. Greater than 90% of the exo‐miRNA that were differentially secreted by the cell line derived from the initial primary were also differentially secreted in the same direction by that derived from its recurrence. However, given the emerging role of extracellular vesicles in cancer progression and remodeling of the tumor microenvironment,^47^ the subtle differences in exo‐miRNA profiles between these two cell lines may also contain critical information regarding the biology of recurrence, suggesting a need for additional downstream functional studies.

The significance of the differential expression of exo‐miR is unclear, although it is worth noting that serum sEV do not solely contain HNSCC‐derived sEV, but also a heterogeneous mix of sEV derived from a wide variety of cell types. Thus it is possible that the observed high levels of these exo‐miRNA are due to a systemic response to the cancer cells, or even from nonmalignant cells, within the tumor microenvironment. The exact function or contribution of exo‐miRNA in carcinogenesis is also complex given the large number of mRNA targets for each miRNA. Taken together, these observations emphasize the urgent need to determine their function, their potential as biomarkers for diagnosis or monitoring disease recurrence, or even their potential as targets for therapy. Incorporation of exo‐miRNA as correlative biomarkers for monitoring disease in future clinical trials would likely provide necessary insight on the potential of exo‐miRNA as predictive and prognostic biomarkers.

Notable strengths of the present study include interrogation of a diverse set of both HPV+ and HPV− HNSCC cell lines, comprehensive miRNA‐sequencing of exo‐miRNA, and availability of serum collected prior to initiation of treatment for cases with incident early‐stage HNSCC. Further, by drawing a comparison to cancer‐free control subjects diagnosed with variety of nonmalignant lesions, we are able to demonstrate the clinical potential of exo‐miRNA to distinguish cases with early‐stage HNSCC from those with benign neoplasia. However, there were also some limitations to our study. One potential limitation was our use of two‐dimensional cell culture, which may not accurately recapitulate the secretome of the tumor microenvironment. However, the tradeoff was that this allowed us to isolate pure populations of HNSCC‐derived sEV, permitting us to better determine cancer‐associated alterations. Further, while the availability of pre‐treatment serum from early‐stage HNSCC cases was a strength, we only interrogated serum sEV from a modest number of cases and controls. While our results underscore the strong translational potential of circulation exo‐miRNA for early detection of HNSCC, our results require additional prospective validation in an independent cohort to better determine their clinical utility.

## 5 CONCLUSIONS

In summary, our findings indicate that exo‐miRNA are highly dysregulated in HNSCC and may contribute to acquisition of hallmarks of cancer during the carcinogenic process, which warrants additional downstream study to assess the potential as therapeutic targets. Importantly, our findings also support the great clinical potential of exo‐miRNA as biomarkers for HNSCC. Continued discovery and development of novel biomarkers that facilitate early detection of incident and recurrent/new primary HNSCC is of paramount importance in terms of reducing the high level of morbidity and mortality that stems from this devastating disease.

## CONFLICT OF INTEREST

The authors declare that there is no conflict of interest that could be perceived as prejudicing the impartiality of the research reported.

## Supporting information

**Appendix S1** Supporting Information. Click here for additional data file.

## Data Availability

The miRNA‐seq data have been made publicly available via deposition in the Gene Expression Omnibus (GSE84306, GSE202786, and GSE200489): https://www.ncbi.nlm.nih.gov/geo/.

How the deposited data were processed for this re-analysis (not part of the article)

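Small RNA of sEV from the conditioned medium of 4 HPV+ HNSCC lines (UM-SCC-47, UM-SCC-104, UPCI:SCC090 and UPCI:SCC152) and of the HGEPp control was analysed. The medium, 50 ml per isolate, had been on the cells for 48 hours. It was DMEM for UM-SCC-47 and UM-SCC-104, MEM for UPCI:SCC090 and UPCI:SCC152, and CnT-PR for HGEPp. The authors trimmed the reads, aligned them to GRCh37 with Bowtie and deposited the count of reads on each miRNA without normalization. The Bowtie settings, the counting tool, its treatment of strand and of reads with several loci, and the miRBase release are not given in the sources used here.

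The counts held 2806 features, of which 2794 are mature miRNA. The other 12 are hairpins, held 7.68% to 11.7% of the counts of a library, and were left out except in an added alternative. The line of each library was checked against the paper's tables, where the mean normalized count of each of 958 entries was a weighted sum of the libraries of that line alone. This check covers the lines only, with a largest residual of 0.00433. The paper's control means were not weighted sums of the control libraries used here (largest residual 256 to 393 over the lines). These libraries were taken as controls from their labels alone. The design named 3 control libraries. Here 2 were used, and a further control library was not analysed here. Replicate numbers were not taken over, and libraries are lettered A, B and C. Only counts were used from the pooled primary control cells. The HPV− lines, patient samples and serum samples were not analysed here.

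Analyses used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. A single filter (filterByExpr, grouped by cell line over the 14 libraries, minimum count 10 and minimum total 15) kept 469 mature features for all comparisons. Each line was fitted with the controls alone by the two-sided quasi-likelihood test of edgeR after TMM normalization, and features with a Benjamini-Hochberg adjusted p of at most 0.1 were called. TMM factors were 1.72 and 1.66 for the controls and 0.694 to 1.32 for the lines. UPCI:SCC152 and UPCI:SCC090 were also compared directly (3 libraries each), and the 4 lines were compared with each other by an F test without the controls. Depth was compared by an exact permutation test. Standard errors of log2 fold changes are those of the fit, and means carry the SD over libraries.

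On simulated counts with 200 of the 469 features changed 4-fold, the tests of a line against the controls recovered 42.5% to 47.5% of the changed features (47% to 58% of the raised and 33% to 38% of the lowered ones) and called 0.743% to 2.97% of the unchanged ones. The direct comparison of the 2 lines recovered 99% and the F test 94.5%. In another 20 simulations, lines without any change and shared controls were drawn from the mean profile of the groups at the depths of the libraries. They show what shared controls give where nothing is changed. They cannot show how far shared controls raise the overlap among many calls.

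The exo-miRNA named in the text followed a rule written when the paper's tables had been seen. It took those the paper names for the cell lines, those of Figure 2D, the 3 highest and 3 lowest called log2 fold changes per line and in the direct comparison (without overlap of libraries and with a mean normalized count of at least 50 in the higher group), and those called in all lines without a shared direction. The further lists of exo-miRNA abundant in serum and of exo-miRNA overlapping other RNA were written after the paper's tables had been read. Members of the closing section's sets were picked from these lists.

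The design, the rule for named exo-miRNA and the following alternatives were set before the data were examined: RLE size factors, library size only, no filter, CPM of at least 10 in at least 3 libraries, the edgeR exact test, DESeq2, limma-voom, 1 fit of all groups, an adjusted p of at most 0.05, features with identical counts collapsed, and each library left out in turn. Thinning of the line libraries to 8844 counts, the mean control depth, and keeping the hairpins were added after seeing the data. The camera and fry tests of the exo-miRNA lists were not run, because list members were known through the paper's tables of called features. Coordinates are those of GENCODE on GRCh37, and MIR424, MIR451A and MIR205 were not in the annotation used.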

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

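The tests of scaling and medium below were chosen only after the results were seen, and the test of other groupings of the libraries was set beforehand.

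For 5 exo-miRNA, the log2 fold change against the control differed among the HPV+ lines with opposite signs. In an F test among the 12 line libraries, which leaves the controls out (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the adjusted p was 1.8e-15 for exo-miR-221-3p, 8.2e-09 for exo-miR-205-5p, 1.1e-19 for exo-miR-224-5p, 8.8e-09 for exo-miR-148a-3p and 8.9e-19 for exo-miR-146a-5p. The log2 fold changes against the control were 1.41, 2.42, −0.56 and 0.85 for exo-miR-221-3p in UM-SCC-47, UM-SCC-104, UPCI:SCC090 and UPCI:SCC152, −0.52, 0.41, 0.79 and −0.36 for exo-miR-205-5p, and −0.44, 4.15, 1.04 and −1.25 for exo-miR-224-5p. The signs against the control are less secure than the differences among lines. With library size only, exo-miR-205-5p was below the control in every line (−0.74, −0.08, −0.21 and −1.34), and exo-miR-221-3p was above it in UM-SCC-47 and UM-SCC-104 alone.

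The differences among lines held under each scaling of the line libraries. The tests behind this leave the controls out, so scaling between lines and controls could not enter them. They do not test the signs against the control, some of which changed with the scaling. Over TMM, RLE size factors and library size only, the highest adjusted p of the 5 in the F test was 2.5e-06. For exo-miR-221-3p, exo-miR-205-5p and exo-miR-224-5p, the smallest absolute direct log2 fold change between UPCI:SCC152 and UPCI:SCC090 over these scalings was 1.13. Among 100 groupings of the 12 libraries into 4 groups of 3, the real one alone reached its 441 calls, and the next had 368, so chance can be excluded for the number of exo-miRNA that differ among the lines (1 of 100). The values argue against the culture medium as the whole cause of the differences among lines. UM-SCC-47 and UM-SCC-104 shared DMEM, and all 5 exo-miRNA differed between them under each of these scalings, with a highest adjusted p of 7.6e-06 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between UPCI:SCC152 and UPCI:SCC090, which shared MEM, exo-miR-146a-5p did not differ under any of these scalings (log2 fold change 0.33 with TMM), and exo-miR-148a-3p did not with library size only (−0.31). Differences between tumours stay open and were not tested, as does a part of the medium in the differences between the 2 pairs of lines. Reads shared between related miRNA were not tested for these 5.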

How the results depend on the processing

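The thinning of line libraries and the keeping of hairpins are tests chosen only after the results were seen. No paired analysis was possible because no replicate number is tied to a library by anything but its position. The camera and fry tests of the exo-miRNA lists were not run.

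The number of calls per line, their union, the calls shared by all 4 lines and by 3 lines, the direct comparison, the F test and the clustering stayed within 1.5 times their values under every alternative that was set beforehand and run, and so did the calls of Figure 2D, which ranged from 20 with identical counts collapsed, where fewer entries were tested, to 25. With limma-voom the calls were 237, 304, 281 and 282 in UM-SCC-47, UM-SCC-104, UPCI:SCC090 and UPCI:SCC152. They were 169, 184, 162 and 183 with library size only, and 163, 172, 145 and 167 of them were the same calls as with TMM. The direct comparison ranged from 189 calls (adjusted p of at most 0.05) to 251 (1 fit of all groups), the F test from 426 (DESeq2) to 583 (no filter, with 1639 features tested).

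Without 1 library, the calls ranged from 141 to 188, 162 to 205, 169 to 209 and 185 to 237 in these lines, the union from 234 to 290, the F test from 431 to 446 and the direct comparison from 187 (without UPCI:SCC152 A) to 258 (without UPCI:SCC090 B). The lowest values against the control came without control B, and without control A for UPCI:SCC090. A control left alone is assumed to vary like the line libraries.

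The share of UPCI:SCC090 calls shared with UPCI:SCC152 moved to 83.0% with DESeq2 and 80.4% with limma-voom, and ranged from 83.6% to 92.9% without 1 library. Exo-miRNA called in UPCI:SCC152 and not in UPCI:SCC090 ranged from 32 (without UPCI:SCC152 A or control B) to 64 (without UPCI:SCC090 A). Those called in opposite directions were 1 with RLE size factors, 1 with library size only (none of the 3 called with TMM), 1 with no low-count filter, and 0 (without control B) to 4 (without UPCI:SCC090 B) without 1 library. The difference in depth ranged from 511342 to 570219 counts without 1 library. Without control A (542635) or B (542915) its exact permutation p of 0.0769 was the smallest possible, so the lost call there reflects the number of splits. The cause of the other changes was not tested.

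With line libraries thinned to the control depth, 119 exo-miRNA were called in UPCI:SCC090, 135 in UPCI:SCC152, 73 in all 4 lines, 76 in 3 lines, 34 in the direct comparison and 151 in the F test. The shared calls of UPCI:SCC090 were 84.9%, those in UPCI:SCC152 but not UPCI:SCC090 were 33, and 1, again none of these 3, was called in opposite directions. Thinning removes counts from every line library, so fewer calls follow from its construction.

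Of 180 log2 fold changes of named exo-miRNA, 156 kept direction and side of the threshold under every alternative that was set beforehand for them and run, which leaves out the adjusted p of at most 0.05, and 24 did not. Of all 2868 alternative values, 2784 stayed, 52 lost the threshold, 22 passed it and 10 reversed. A change of sign between values that both missed the threshold was not counted as reversed, such as exo-let-7b-5p in UM-SCC-104 (0.27 in 1 fit of all groups). Exo-miR-221-3p in UPCI:SCC152 (−0.14) and exo-miR-205-5p in UM-SCC-104 (−0.083) and UPCI:SCC090 (−0.21) reversed with library size only. With limma-voom, exo-miR-204-5p in UM-SCC-104 did (−2.98). With thinned libraries, exo-miR-221-3p in UPCI:SCC152 (−0.36), exo-miR-205-5p in UM-SCC-104 (−0.46) and UPCI:SCC090 (−0.35), exo-miR-224-5p in UPCI:SCC090 (−0.38), exo-miR-455-5p in UM-SCC-104 (−1.16) and exo-miR-148a-3p in UM-SCC-104 (−0.090) did. The cause was not tested. Exo-miR-3168 in UPCI:SCC090 lost its call when thinned. Depth limits the comparisons with the control most, where 1 count is 115 CPM in control A and 111 CPM in control B.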

Differences from the paper's values

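A count was taken to differ from the paper's when the larger was more than 1.5 times the smaller, and a log2 fold change when its sign was another or the distance exceeded the replicate SD. For exo-miRNA without control counts, a lower bound differed only if it lay above the paper's value. The values here rest on 2 control libraries, where the design named 3, so the control group is not that of the design. By these rules 3 of 43 values differed, all log2 fold changes against the control. The replicate SD is a spread of libraries and not the error of a fold change. The standard error was 0.20 for exo-miR-221-3p in UPCI:SCC152, and 0.39 and 0.45 for exo-miR-125b-5p in UM-SCC-47 and UM-SCC-104. Each exceeds the distance from the paper's value, so none of the 3 differs beyond the error of the fit. Most counts were lower here without reaching the ratio of 1.5, such as 287 against the paper's 336 exo-miRNA in at least 1 HPV+ line. In all 4 lines, 125 were called here against the paper's 143, for which no shared direction is stated. Of the 125, 121 had the same direction in each line. For exo-miR-221-3p in UPCI:SCC152 the paper's value was 0.76 and the value here 0.85. Of 14 alternatives set before the data were examined, 5 were within the replicate SD of the paper's value (CPM of at least 10 in at least 3 libraries, 1 fit of all groups, identical counts collapsed, and without UPCI:SCC152 A or C). RLE size factors, library size only, no filter, the exact test, DESeq2, limma-voom and leaving out UPCI:SCC152 B, control A or control B were not.

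For exo-miR-125b-5p in UM-SCC-47 the paper's value was −3.15 and the value here −3.45. The values with no filter, CPM of at least 10 in at least 3 libraries, 1 fit of all groups, identical counts collapsed, and without UM-SCC-47 C or control B did not differ from the paper's. Those with RLE size factors, library size only, the exact test, DESeq2 and limma-voom, and without UM-SCC-47 A, UM-SCC-47 B or control A, did.

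For exo-miR-125b-5p in UM-SCC-104 the paper's value was −3.86 and the value here −4.09. The values with no filter, CPM of at least 10 in at least 3 libraries, identical counts collapsed, and without UM-SCC-104 C or control B did not differ. Those with RLE size factors, library size only, the exact test, DESeq2, limma-voom and 1 fit of all groups, and without UM-SCC-104 A, UM-SCC-104 B or control A, did.

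The paper's depth is on another measure, all reads sequenced, and was not compared as a value. On miRNA counts, depth here ran from 8704 to 897381.

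The paper states that exo-miR-3168 was not detected in the medium of the HPV+ lines. Here it had 1 to 7 counts in each of the 12 line libraries. The paper states that exo-miR-125a-5p was lower in all 4 HPV+ lines. Here it was below the control in all 4 and past the threshold in 3, the exception being UPCI:SCC090. That line was called with RLE size factors, library size only, CPM of at least 10 in at least 3 libraries, DESeq2, 1 fit of all groups, identical counts collapsed, and without UPCI:SCC090 A or control A. It was also called with the hairpins kept and with line libraries thinned, 2 settings chosen after seeing the values.

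For exo-miR-16-2-3p, the paper's text and its tables give different numbers of lines with higher secretion. Its tables list it as higher in 3 of the HPV+ lines and in 0 of the HPV− lines. Here it was called higher in the same number of HPV+ lines.

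The paper gives all 25 exo-miRNA of Figure 2D as differentially secreted by every line. Here 23 were called in all HPV+ lines. RLE size factors gave 25, and library size only 24. For exo-let-7b-5p in UM-SCC-104, RLE size factors, library size only and DESeq2 made the call, as did thinned libraries and kept hairpins, chosen after seeing the values. For exo-miR-193a-5p in UPCI:SCC152, RLE size factors, library size only and DESeq2 did, as did thinned libraries.

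The paper's text gives the number of exo-miRNA secreted in the same direction by UPCI:SCC090 and UPCI:SCC152. Its tables list 231 entries for UPCI:SCC090, of which 213 are also listed for UPCI:SCC152, 210 in the same direction and 3 in the opposite one, or 90.9%. Over the paper's tables, 173 of 220 entries for UM-SCC-47, 192 of 237 for UM-SCC-104, 201 of 231 for UPCI:SCC090 and 233 of 270 for UPCI:SCC152 were called here in the same direction.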

Other observations

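Apart from the counts of other groupings of the libraries, the tests below were chosen only after the results were seen. Some of them use alternatives that had been set beforehand, such as library size only.

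More exo-miRNA were called higher than lower in the HPV+ lines (72.2% of calls). With line libraries thinned to the control depth the share was 53.9% (SD 1.72 over 20 draws), and with library size only it was 59.0%. At full depth it was 55.6% with limma-voom and 62.9% with DESeq2, while edgeR's exact test gave 75.4% to 78.4% per line. The excess of higher calls may therefore come from the shallower controls, from the scaling and from the choice of test. In simulations with as many features raised as lowered, the tests also recovered more of the raised ones. No biological explanation was tested.

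Exo-miR-451a, exo-miR-486-5p, exo-miR-122-5p and exo-miR-143-3p had no count in either control library. With library size in the fit and adjustment over all tested features, they were called higher in all 4 lines under every alternative that was set beforehand and run, with a highest adjusted p of 0.0298 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which argues against the lower control depth as the whole reason. With line libraries thinned to the control depth, all 4 stayed called in each of 20 draws in UM-SCC-47 and UM-SCC-104. In UPCI:SCC090 and UPCI:SCC152 only exo-miR-451a did, and the others were called in 15 to 19 of the draws. For exo-miR-144-3p, exo-miR-144-5p, exo-miR-223-3p, exo-miR-142-3p and exo-miR-142-5p, the count expected over the controls was also taken. At the share of the lowest line it was at most 1.49 for each and 4.37 in total, too few counts to decide at that share. Against the control, exo-miR-142-5p was called higher in all 4 lines, exo-miR-144-3p, exo-miR-223-3p and exo-miR-142-3p in 3, and exo-miR-144-5p in 0. The lower control depth stays open as the reason for these 5 as a set.

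The lines were grown with serum depleted of exosomes, and the control medium was another one, so medium and cell type cannot be told apart for the exo-miRNA listed as abundant in serum. Of 20 names, 17 were tested, of which 8 were called higher in all 4 lines, 1 (exo-miR-1) lower in all 4, and 10 had no control count. Serum RNA as the source of the whole list would give its members alike proportions in every line. Their spread across lines was above that of all random lists (percentile 100). Those lists were drawn from 71 exo-miRNA called higher in all 4 lines, as only 8 of the 17 members were. That selection can lower the spread of the random lists, so the percentile cannot decide for the whole list. Exo-miR-363-3p, 1 member, had 436, 35.1, 6409 and 8249 CPM in UM-SCC-47, UM-SCC-104, UPCI:SCC090 and UPCI:SCC152. For 6 members without control counts, 1 per primary transcript, the spread was at percentile 6.4 among exo-miRNA called higher in all lines, and at 0.13 among 26 abundant ones without control counts. All 10 members without control counts, some from 1 transcript, were at 0.14 among those called higher in all lines. These 6 were 0.945 ± 0.225%, 0.502 ± 0.0548%, 0.235 ± 0.0709% and 0.379 ± 0.0620% of counts (SD, n = 3). Serum RNA as a candidate source of these members stays open, since the result depends on the members and the background chosen. Of 25 names overlapping other RNA, 8 were tested, and exo-miR-6087 and the first entry of exo-miR-7641 were called lower in all 4 lines.

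For features at 0 in both control libraries, the paper's tables hold 58 control means above 0 among 293, and 58 of these 58 are whole multiples of 1 step per table to within 0.005 of a step. A further control library in the paper's means is a candidate explanation.

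In 15 groups of tested features the counts were identical in every library. All 12 groups with named members have genes that overlap in the RefSeq annotation of GRCh38, which is consistent with reads of overlapping loci counted for both miRNA. The second members held 4.64% to 13.0% of the counts.

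For the 225 calls between UPCI:SCC152 and UPCI:SCC090, 1 of 10 groupings of the 6 libraries, the real one, had as many calls and the others had 0. With 10 groupings, this number alone cannot exclude chance.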
